A study of Arabidopsis thaliana with 3 samples. Its data were reported in "The TUTase URT1 connects decapping activators and prevents the accumulation of excessively deadenylated mRNAs to avoid siRNA biogenesis" (2021).

How the data were processed

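Total RNA of flowers of wild-type Col-0 plants was studied by TAIL-seq in 3 biological replicates. The authors ligated a biotinylated adapter with a random tag to the 3′ end of ribodepleted RNA, digested the RNA partially with RNase T1, recovered the 3′ fragments on streptavidin beads and sequenced them as read pairs. Reads with the same tag were collapsed, so PCR copies of one molecule should count once. The first read was aligned by the authors to the TAIR10 genome with Hisat2 and Bowtie2 and assigned to genes with BEDTools, and reads on cytosolic mRNAs were retained. The authors' script then took from the second read the poly(A) stretch and the nucleotides between it and the adapter.

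The deposited table has 1 row per read and gene, with the number of As, the number of added nucleotides, their sum, and the authors' call of the added nucleotide. These values are lengths in nucleotides of single tails, not normalized, and the deposited replicates were not pooled. The second read is the complement of the RNA, so an added U is recorded as A, and this was settled from the authors' call. Within a read the added nucleotides were of 1 kind in every case (0 reads with a mixture). The table held 455742 rows, of which 172 repeated the same read and gene and were dropped. This left 442916 reads over 16577 locus identifiers, of which 16496 matched a locus in the RefSeq annotation of TAIR10.1. That annotation was used for symbols, positions, intron numbers and mRNA and 3′ UTR lengths (longest annotated mRNA per gene). No coordinate of the authors was combined with it.

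The poly(A) stretch had at least 6 As, because shorter stretches were not recorded. At the other end, 3119 reads (0.704%) were filled to the end by the tail, at 91 nucleotides, and their lengths are lower bounds. They made up 1.27% of replicate 1, 0.0917% of replicate 2 and 0.179% of replicate 3. Medians are not affected by this limit, and the plot by length leaves these reads out. Reads given to more than 1 gene were 2.15% of all reads (3.20%, 0.978% and 1.22% in replicates 1, 2 and 3). They count once in values over reads and once for each gene in values per mRNA, with their removal as an alternative.

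Depth limits the values per mRNA. At least 20 reads were reached by 2168 mRNAs in replicate 1, 734 in replicate 2 and 768 in replicate 3. Wilson intervals at 95% were computed for shares of single libraries and of pooled reads, and a count of 0 was read as up to 3 counts of the total. In a whole library this limit corresponds to 0.00135%, 0.00264% and 0.00281% of reads in replicates 1, 2 and 3. Intervals cover counting error only.

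The samples form 1 group, so the comparisons were made between kinds of tails and between mRNAs within the libraries, and no test between groups was possible. Means are over the 3 libraries with their SD. Uridylation of tail classes (under 10, 10 to 25 and over 25 As) was compared with Fisher's exact test within each library and with a two-sided Cochran-Mantel-Haenszel test with library as stratum and continuity correction. Where p was too small to be represented, the chi-square is given. Each mRNA with at least 20 pooled reads, the minimum of the study, was compared with all other mRNAs by the same test, with Benjamini-Hochberg adjustment and a threshold of 0.05. The Mantel-Haenszel test combines reads of the libraries and does not allow for extra spread between them. A beta-binomial model with 1 overdispersion for all mRNAs was therefore among the alternatives. Spearman correlations across mRNAs are given without p, since genes are not replicates.

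The mRNAs named were fixed by rule before the data were examined: the 5 highest and the 5 lowest pooled percentages among mRNAs with at least 20 reads in every library, an adjusted p under 0.05 and the same direction in all 3 libraries, and mRNAs from the study's text, which were PSBW, AT4G28240, PRP4, URT1 and the 22 followed by 3′RACE-seq. HAM1, which the text names as LOM1, was missed in this selection and was added after its values were seen. Alternatives tried were leaving out each replicate, other definitions of a uridylated tail and of tail length, other minima of reads (10 and 50), removal of reads shared by genes, equal weight of mRNAs, other tests, libraries sampled down to the smallest, and measures from different libraries. After the data were seen, the removal of the 3′RACE-seq mRNAs (the 22 of the list and AT2G45160), an exact conditional test per mRNA and the removal of tails at the length limit were added.

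The test per mRNA was tested on simulated data with the real depths of 3439 mRNAs, of which 200 had their odds of uridylation changed 4-fold. With binomial counts, 84 were recovered in the right direction (72 raised and 12 lowered) with 5 false calls. Of the 45 changed mRNAs with at least 100 reads, 30 were recovered, and the median odds ratio of the raised ones among these 45 was 3.93. With the spread between libraries estimated from the data (overdispersion 0.00463 in the model), 73 were recovered with 11 false calls, against 57 with 3 false calls under the beta-binomial model. Gene lists were compared with 10000 random lists whose members were matched on read count, and this comparison was also tested on simulated lists. The lists for ribosomal protein, photosystem and light-harvesting, and transcription factor mRNAs were drawn from product names in the annotation before their uridylation was seen. Lists of 19 chlorophyll synthesis and 10 cold-induced genes were written down after the excess of CRD1 and RCI2A was seen but before the read ratios of their members were. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.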

Results

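Poly(A) tails and the nucleotides added after them were measured by TAIL-seq in flowers of wild-type Arabidopsis thaliana, accession Col-0. In this assay an adapter with a random tag is ligated to the 3′ end of RNA, so that one read of a pair identifies the mRNA and the other reads the tail from its 3′ end. The study made these libraries to rank mRNAs by uridylation, the addition of uridines (U) after the poly(A) tail, which in Arabidopsis is carried out mainly by the terminal uridylyltransferase URT1. The 3 libraries were biological replicates of 1 group, so no comparison between genotypes or conditions could be made. Replicate 1 held 222681 reads with a measured tail, replicate 2 held 113458 and replicate 3 held 106777. According to the names of the reads, replicate 1 was sequenced on one run and replicates 2 and 3 on another. Differences between replicate 1 and the other replicates therefore cannot be separated from differences between runs. The libraries were not repeated sequencing of one library, since the read counts per mRNA of each pair differed by more than sampling noise (chi-square of 32.9 per degree of freedom between replicates 1 and 2, 25.6 between 1 and 3, and 4.99 between 2 and 3). Part of this came from the 22 mRNAs of another assay of the study that are treated at the end, and without them the values were 11.8, 9.74 and 2.57.

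The first question was how frequent uridylation was in the transcriptome. Uridylated tails made up 7.41% of reads in replicate 1 (Wilson 95% interval 7.30 to 7.52%), 9.96% in replicate 2 (9.78 to 10.1%) and 11.6% in replicate 3 (11.4 to 11.8%). Their mean was 9.66% ± 2.12 (SD, n = 3). The libraries differed beyond counting error (chi-square test of homogeneity, 1696 with 2 degrees of freedom), and so did replicates 2 and 3 of the same run (chi-square 158, p = 2.43e-36, two-sided). Among the alternatives, counting only tails with at least 2 added Us moved the mean most, to 3.48%. Intervals of single libraries cover counting error only, and the spread between libraries was wider than any of them.

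Tails that ended in an added G or C served as a measure of background beside uridylation. They made up 0.615%, 0.935% and 0.844% of reads in replicates 1, 2 and 3, with a mean of 0.798% ± 0.165 (SD, n = 3). Tails ending in G accounted for 0.351% ± 0.0706 and tails ending in C for 0.447% ± 0.108 (SD, n = 3 for each). Uridylated tails were 12.2 ± 1.57 times as frequent as tails ending in G or C (SD, n = 3). Added Gs and Cs were never longer than 2 nucleotides, whereas up to 27 added Us were found.

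**Figure D1:**
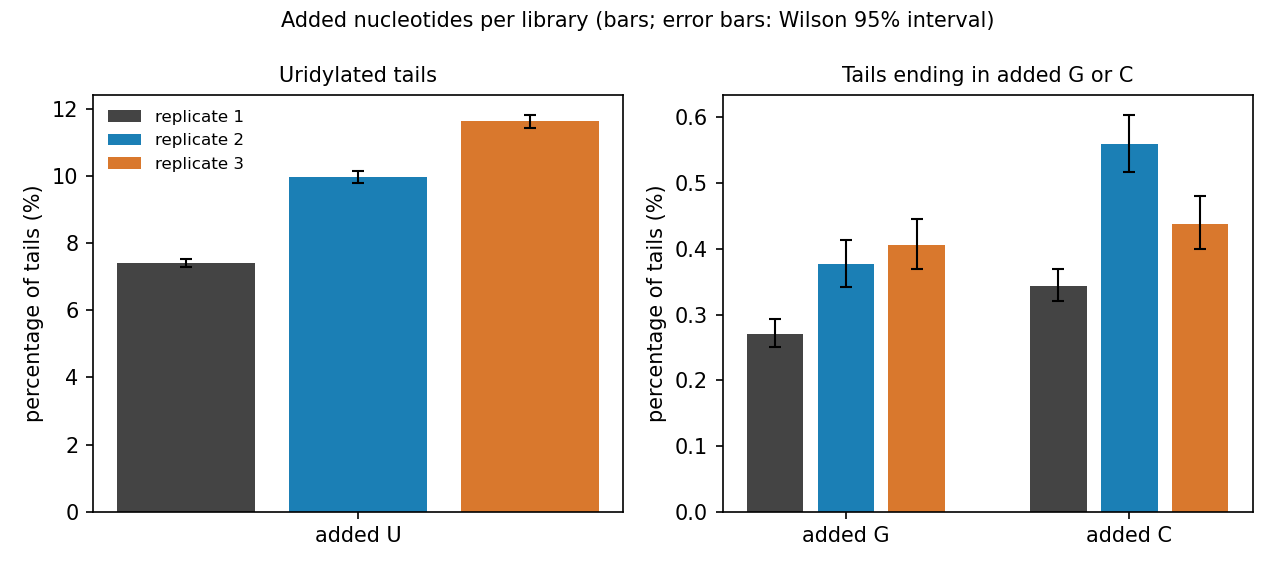
Bars show the percentage of tails with added U (left) and with added G and added C, each on its own (right), in each of the 3 libraries, with Wilson 95% intervals as error bars. Uridylated tails range from 7.41% in replicate 1 to 11.6% in replicate 3, whereas added G and added C each stay between 0.271% and 0.559%.

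The extension was short. A single U was found on 64.5% ± 3.34 of uridylated tails (SD, n = 3), with 68.3% in replicate 1, 63.2% in replicate 2 and 62.0% in replicate 3. Another 27.1% ± 1.23 carried 2 Us and 6.28% ± 1.22 carried 3 Us. Extensions of more than 5 Us accounted for 0.363% ± 0.256, with 0.0788%, 0.575% and 0.435% in replicates 1, 2 and 3. Without the mRNAs of the 3′RACE-seq assay and HAM1, a removal chosen after the data were seen, a single U was found on 68.1%. The lower mean of all reads therefore depends on those mRNAs.

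The study distinguishes oligoadenylated tails of 10 to 25 As from excessively deadenylated tails of under 10 As, and the next comparison was how uridylation is distributed over these classes. Tails of 10 to 25 As made up 84.5% ± 2.43 of uridylated tails and 55.3% ± 7.49 of tails without added nucleotides (SD, n = 3 for both). The share was higher among uridylated tails in each library, at 81.7% against 46.7% in replicate 1, 85.7% against 59.8% in replicate 2 and 86.1% against 59.4% in replicate 3. Counting the added nucleotides as part of the tail moved the share among uridylated tails most, to 87.7%. Tails ending in G or C were less concentrated in this class, with 62.1% ± 5.92 and 56.1% ± 6.64 (SD, n = 3). Under 10 As lay 19.1% ± 4.69 of tails ending in G and 9.07% ± 2.83 of those ending in C (SD, n = 3). The same share was 7.82% ± 0.411 for uridylated tails and 2.21% ± 0.868 for tails without added nucleotides. Added G and C, G above all, thus depended on tail length and are not a background neutral to it. The median poly(A) length was 15 As for uridylated tails in every library, against 26 As for tails without added nucleotides in replicate 1 and 22 As in both other replicates. The most frequent length of tails without added nucleotides was 18 As in all 3 libraries, and that of uridylated tails was 14, 15 and 16 As in replicates 1, 2 and 3.

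Among tails of 10 to 25 As, 12.3% were uridylated in replicate 1, 13.7% in replicate 2 and 16.0% in replicate 3, against 1.61%, 1.97% and 1.92% of longer tails. The difference was 12.1 percentage points ± 1.75 (SD, n = 3), and it had the same direction in 3 of 3 libraries (Cochran-Mantel-Haenszel chi-square 18206 with library as stratum, two-sided). It was not owed to different mRNAs in the classes: taken within each mRNA and averaged over mRNAs, the difference was 13.6 percentage points. With at least 2 added Us required, the difference was 4.96 percentage points. Treated as 3 paired values, the libraries cannot give an exact sign-flip p below 0.25.

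Taken as a class, the few tails of under 10 As were uridylated at a still higher percentage. This was 32.0% of 3947 reads in replicate 1, 24.3% of 3489 reads in replicate 2 and 26.3% of 3915 reads in replicate 3. These tails exceeded tails of 10 to 25 As by 13.5 percentage points ± 5.33 (SD, n = 3; Cochran-Mantel-Haenszel chi-square 1636, two-sided). The difference was 19.7 percentage points in replicate 1 and 10.7 and 10.3 in replicates 2 and 3 (Fisher's exact test p = 1.03e-219, 2.99e-60 and 3.88e-56). Such tails nevertheless accounted for only 7.82% ± 0.411 of uridylated tails (SD, n = 3). Because the poly(A) stretch had to hold at least 6 As to be recorded, shorter tails are not part of these values. Resolved by length, the uridylation percentage was highest at 11 As in replicate 1 (41.0%, Wilson interval 38.9 to 43.1%), at 11 As in replicate 2 (35.3%, 33.0 to 37.7%) and at 13 As in replicate 3 (38.9%, 37.2 to 40.7%). On shorter tails it fell again. From 9 to 6 As it went from 36.0% to 19.2%, 30.3% to 16.6% and 31.2% to 19.3% in replicates 1, 2 and 3. The class of 10 to 25 As also holds longer tails with little uridylation, at 2.38%, 3.10% and 3.46% for 25 As. The difference between the classes thus does not mean that uridylation kept rising as tails became shorter.

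**Figure D2:**
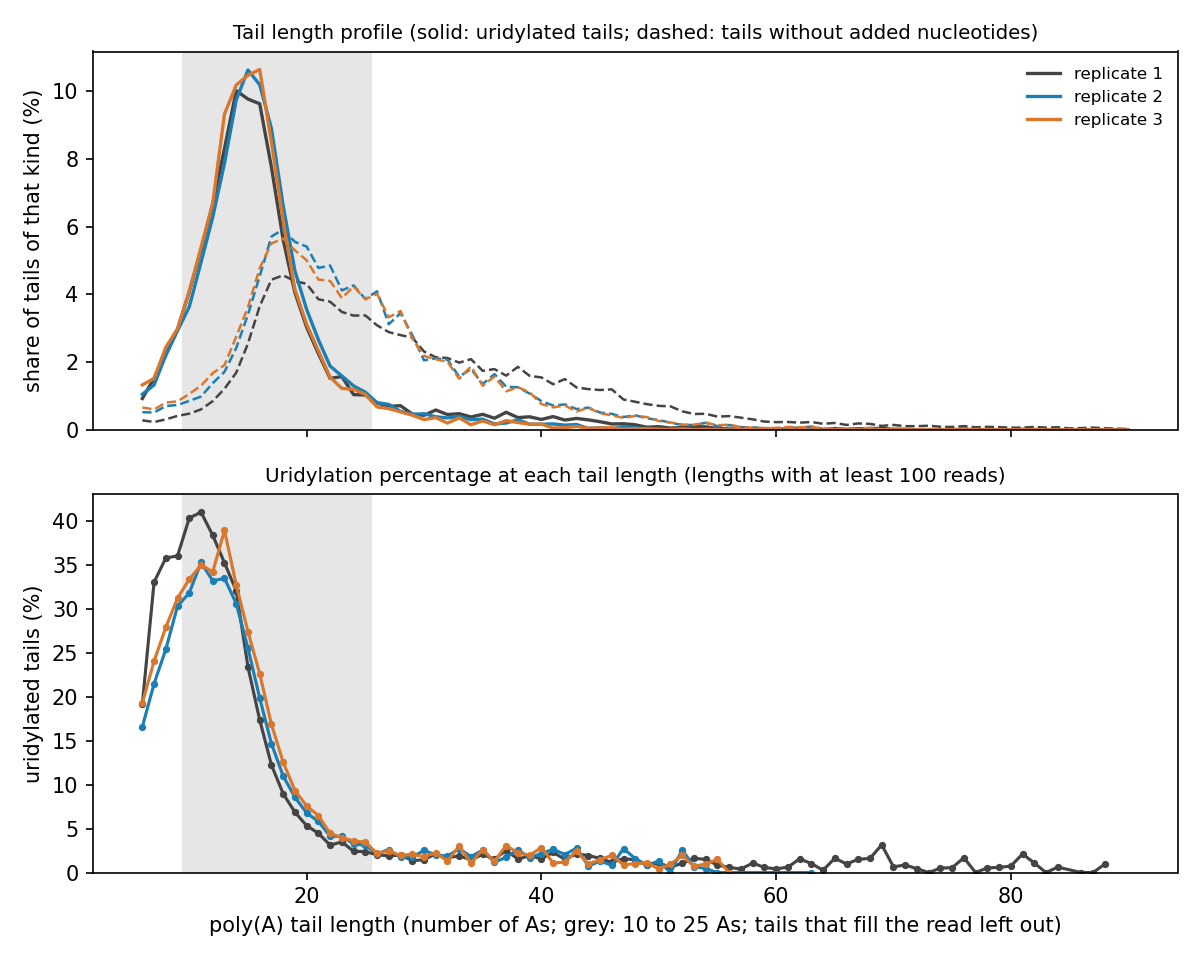
The upper panel shows the share of tails (%) at each poly(A) length (number of As) for uridylated tails (solid) and tails without added nucleotides (dashed) in each library, and the lower panel the percentage of tails that were uridylated at each length with at least 100 reads. Uridylated tails concentrate between 10 and 25 As (grey), and the uridylation percentage peaks at 11 to 13 As and falls to 1.61 to 1.97% beyond 25 As.

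The purpose of the libraries was to rank mRNAs. With the reads of the 3 libraries pooled, 3439 mRNAs had at least 20 reads, with a median of 42 reads, and 728 of them had at least 100. Their median uridylation was 8.00% and the quartiles were 4.20% and 14.3%. Of these mRNAs, 1093 had under 5% uridylation, 978 had 5 to 10%, 920 had 10 to 20%, 400 had 20 to 40% and 48 had 40 to 60%. No uridylated read was found for 242 mRNAs. At 20 reads a count of 0 allows a uridylation of up to 15%, so most of these zeros do not separate an mRNA from the transcriptome.

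Each mRNA was then compared with all other mRNAs by a Cochran-Mantel-Haenszel test stratified by library (two-sided, Benjamini-Hochberg adjusted). Uridylation was above the transcriptome for 328 mRNAs and below it for 192. The mRNAs above had pooled percentages of 13.8 to 60% (median 28.8%) and a median of 36 reads, and 253 of them had the same direction in all 3 libraries. The mRNAs below had 0 to 7.50% (median 2.93%) and a median of 363 reads, and 180 of them had the same direction in all 3 libraries. The counts depended on depth: with a minimum of 10 pooled reads 603 mRNAs were above, and with 50 pooled reads 123 were. The mRNAs below changed little and in the other direction, with 185 and 208. When replicate 1 alone was tested, 60 of 86 mRNAs above and 105 of 119 below lay on the same side of the library's percentage in both other replicates. In data simulated with the spread seen between libraries, 13.1% of the calls of this test were false. All but 200 of the 3439 simulated mRNAs lay at the percentage of the library, which real mRNAs need not do. The share of false calls among the real ones is therefore not known, and single calls near the threshold are uncertain.

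The ranking repeated only in part between libraries. Across 609 mRNAs with at least 20 reads in every library, the Spearman correlation of uridylation percentages was 0.465 between replicates 1 and 2, 0.409 between 1 and 3 and 0.454 between 2 and 3, the pair from one run. These correlations are across genes, which are not independent replicates. Binomial sampling around the pooled percentages gave simulated correlations of 0.567, 0.593 and 0.543 for the same pairs (means of 100 draws), which are upper estimates because pooled percentages themselves contain sampling noise. The alternative that moved the mean correlation of 0.443 most was Pearson's r, at 0.618.

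Across the 3439 mRNAs, uridylation was weakly related to tail length and to read count. The Spearman correlation with the median length of tails without added nucleotides was -0.11 for pooled reads and -0.06, -0.07 and -0.12 in replicates 1, 2 and 3. It went to 0.02 when uridylation was counted among tails of 10 to 25 As only, over 2043 mRNAs for which all tails gave -0.15. The correlation with read count was -0.22 for pooled reads and -0.19, -0.10 and -0.12 in replicates 1, 2 and 3. Taking uridylation and read count from different libraries gave -0.10 over the 609 mRNAs with enough reads in each, and taking both from one library gave -0.10 over the same mRNAs. Pooled reads gave -0.20 over these mRNAs.

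By the rule set before the data were examined, 33 mRNAs with higher and 165 with lower uridylation qualified to be named, and the 5 most extreme on each side are given here. Positions are those of the RefSeq annotation of TAIR10.1, matched by locus identifier. All 10 are annotated as protein-coding, and the place of each read within its gene is not used here. The highest uridylation was that of AT4G28240, a wound-responsive family protein on chromosome 4 from 13997292 to 13998604, with 59.6% of 114 reads (Wilson interval 50.5 to 68.2%). It was 50%, 65.8% and 61.9% in replicates 1, 2 and 3. LpxC3 (AT1G25054, chromosome 1, 8804489 to 8806361) followed with 32.7% of 98 reads, but 100% of its reads were also given to other genes, among them the related AT1G24880 and AT1G24793, so that the value belongs to the group. AT1G07940, annotated as a GTP-binding elongation factor Tu family protein (chromosome 1, 2462949 to 2465545), had 30.4% of 382 reads, of which 14.9% were shared with its paralogs, and its percentage was 17.2% in replicate 1 but 46.2% in replicate 2. AT5G61590, an integrase-type DNA-binding protein (chromosome 5, 24764256 to 24765511), had 30.3% of 155 reads. ARF2, an auxin response factor (AT5G62000, chromosome 5, 24910191 to 24915395), had 29.1% of 182 reads, with 19.3% in replicate 1 and 47.5% in replicate 2. The Benjamini-Hochberg adjusted p of the Cochran-Mantel-Haenszel test for these 5 lay between 6.85e-68 and 4.89e-13. AT4G28240 and AT5G61590 are also among the mRNAs the study had picked for their uridylation.

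At the other end, no uridylated read was found among 133 reads of GRP20, a glycine-rich protein gene (AT5G07560, chromosome 5, 2390207 to 2391439; Wilson upper limit 2.81%), or among 109 reads of OEP16-3 (AT2G42210, chromosome 2, 17590069 to 17591860; upper limit 3.40%). AT3G52700, annotated as an uncharacterized protein (chromosome 3, 19532195 to 19538403), had 0.207% of 483 reads. LACS3 (AT1G64400, chromosome 1, 23915570 to 23919835) had 0.492% of 1017 reads. VSP1, a vegetative storage protein (AT5G24780, chromosome 5, 8507590 to 8509201), had 0.707% of 4382 reads, with 2.00% in replicate 1 but 0.518% and 0.332% in replicates 2 and 3. The adjusted p of the same test lay between 2.32e-92 and 0.0193 for these 5. Median tail lengths without added nucleotides were 46 As for AT3G52700 and 51 As for LACS3, against 24 As for GRP20 and 25 As for OEP16-3, so low uridylation was not limited to mRNAs with long tails. For VSP1 the median tail was 29 As in replicate 1 and 20 As in both other replicates.

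**Figure D3:**
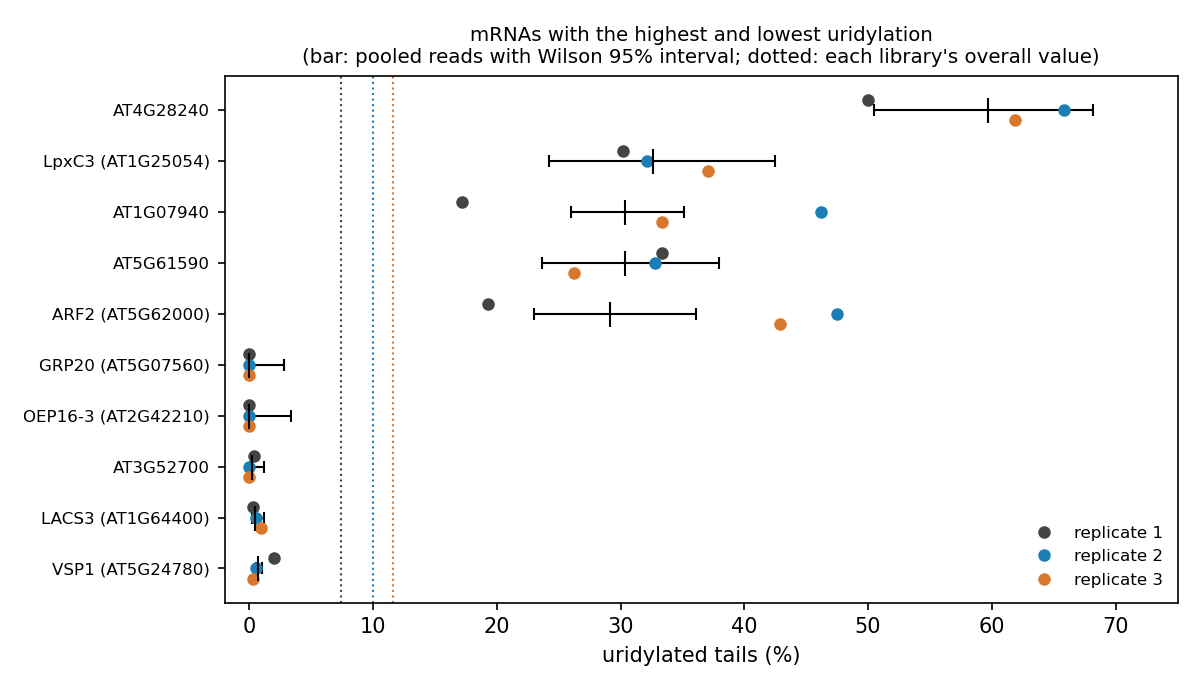
Points show the percentage of uridylated tails of 10 named mRNAs in each library, and black bars the pooled percentage with its Wilson 95% interval; dotted lines mark each library's overall percentage (7.41%, 9.96% and 11.6%). The 5 upper mRNAs lie above all 3 lines in every library, with 17.2 to 46.2% for AT1G07940, and the 5 lower ones lie below them.

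Of the mRNAs of the study's text that were set in advance, the photosystem II subunit PSBW (AT2G30570, chromosome 2, 13019028 to 13020311) had 3.71% of 781 reads uridylated (Wilson interval 2.6 to 5.28%), below the transcriptome. The proline-rich protein mRNA PRP4 (AT4G38770, chromosome 4, 18096606 to 18098633) had 19 reads and URT1 itself (AT2G45620, chromosome 2, 18792864 to 18795904) had 10, both under the minimum for a test. For URT1, 5 of these reads were uridylated, which leaves an interval of 23.7 to 76.3%. HAM1 (AT2G45160, chromosome 2, 18617862 to 18620451), which the study's text calls LOM1, was not in that selection and was added after its values were seen. It was below the transcriptome with 3.67% of 762 reads, but only 5 of these reads were from replicate 1, where 40% were uridylated. The study had followed 22 mRNAs one by one by 3′RACE-seq, an assay that amplifies the 3′ ends of chosen transcripts. Of these, 21 had at least 20 reads, with uridylation from 0 to 59.6% and a median of 8.74%. Adjusted over all mRNAs, 6 were above and 5 below the transcriptome, and adjusted over the list alone, 7 were above and 5 below. Since the study chose the list for its range of uridylation levels, the latter counts are not independent evidence.

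The reads of these 22 mRNAs were spread unevenly over the libraries. They made up 1.58% of reads in replicate 1 (Wilson interval 1.53 to 1.63%), 29.2% in replicate 2 (28.9 to 29.5%) and 23.2% in replicate 3 (22.9 to 23.4%). CRD1 (AT3G56940) rose from 215 reads in replicate 1 to 15951 and 9163 in replicates 2 and 3, and RCI2A (AT3G05880) from 38 to 8595 and 9257. For such mRNAs the pooled percentage rests on replicates 2 and 3. BAM3 (AT4G20270) was above the transcriptome on pooled reads with 15.3%, while none of its 69 reads in replicate 1 was uridylated (Wilson upper limit 5.27%). AT1G24160 was likewise above it with 14.4%, but had 1 uridylated read among 31 in replicate 1. Without these 22 mRNAs and HAM1, which was added after its values were seen, the percentage of all reads was 7.44% in replicate 1, 11% in replicate 2 and 12.5% in replicate 3. CRD1, RCI2A, BAM3 and AT1G24160 were singled out after their values were seen.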

Values the study reported

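The study described the 22 mRNAs followed by 3′RACE-seq as ranging from 1 to 24% uridylation. It stated that uridylated oligo(A) tails mostly have 10–25 As.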

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

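The differences between tail classes kept their direction under every alternative run for them. They ranged from 4.96 to 13.6 percentage points for tails of 10 to 25 As against longer tails. For tails under 10 As against those of 10 to 25 As, the range was 10.4 to 16.5. All stayed past the threshold, but these tests count single reads and could hardly lose it at such depth. The first of these differences shrank to its lowest value with at least 2 added Us, by more than its spread of 1.75 between libraries. Of 104 results recomputed under an alternative, 26 moved and 78 did not. A tested difference counted as moved when it lost its direction or its threshold, a count of mRNAs when it changed by over 1.5 times, and other values when they left the spread between libraries. Calling any added sequence that holds a U uridylated changed nothing, since no tail carried a mixture, so this alternative was no test. Its results are nevertheless counted among the 78 that did not move. All results for the differences between tail classes are also among the 78, although the first shrank beyond its spread.

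Requiring at least 2 added Us lowered the overall uridylation percentage to 3.48%, the mRNAs above and below the transcriptome to 194 and 94, and the correlation between libraries to 0.322. By construction this leaves out the tails with 1 U. Counting added nucleotides as tail raised the share of uridylated tails with 10 to 25 As to 87.7%. Here Us count towards the 10 nucleotides that a tail needs to enter the class.

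Counts of mRNAs above the transcriptome followed depth. With at least 10 pooled reads 6046 mRNAs qualified and 603 were above, and with at least 50 reads 1474 qualified and 123 were above. Of the latter, 110 were also among the 328. The mRNAs below hardly changed, with 185 and 208. Libraries sampled down to the smallest gave 199 above and 122 below, with 2470 mRNAs tested in place of 3439. Tails of 10 to 25 As alone gave 168 above, over 2043 mRNAs. Across the fits that each left out one replicate, the mRNAs with at least 20 reads ranged from 1523 to 2835, those above from 102 to 211 and those below from 73 to 140. The lowest counts were those without replicate 1, the deepest library. The correlation between libraries ranged from 0.405 to 0.494 in these fits, and it was 0.512 over mRNAs with at least 50 reads in every library and 0.618 as Pearson's r.

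The test used mattered less. The beta-binomial model, which allows for spread between libraries, called 258 mRNAs above, all of them among the 328, and 210 below, of which 164 were among the 192. Fisher's exact test on pooled reads called 301 and 264, and the exact conditional test, chosen after seeing the data, called 316 and 240.

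The correlation of uridylation with tail length across mRNAs was the only result that changed sign. It was -0.0502 with at least 10 pooled reads, -0.14 with at least 50, and 0.0195, with the sign changed, among tails of 10 to 25 As only. That value covers 2043 mRNAs, over which all tails gave -0.15, so the choice of mRNAs was not the cause. The correlation with read count was -0.10 with uridylation and read count from different libraries. Over the same 609 mRNAs, both from one library gave -0.10 and pooled reads -0.20, so most of the change came with the use of single libraries, and neither the choice of mRNAs nor reads common to both measures accounts for it. The cause was not tested further.

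Leaving out the mRNAs of the 3′RACE-seq assay and HAM1, an alternative chosen after seeing the data, raised the share of uridylated tails with a single U to 68.1%. The cause was not tested. It left 291 mRNAs above and 209 below, and the overall percentage at 10.3%.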

Other observations

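Tests on the 3′RACE-seq mRNAs as a set, on added G and C and their ratio to added U as a cause of the gap between runs, and on tail length and read count behind the relation to mRNA length were chosen only after the pattern they measure was seen. All patterns were found and tested on the same 3 libraries.

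The 3′RACE-seq mRNAs were in excess in replicates 2 and 3, compared with replicate 1. The median log2 ratio of their read shares, second run over replicate 1, was 1.52 for the 22 mRNAs. None of 10000 random lists matched on read count in replicate 1 reached it, and the highest was at 0.42. The median over all mRNAs with at least 20 reads was -0.56, which is the value to compare with. The rise was uneven, above 4-fold for 8 of the 22, while 4 others lay below the median of all mRNAs. It was 469-fold for RCI2A (AT3G05880), 135-fold for AT1G24160 and 118-fold for CRD1 (AT3G56940). GRP7 (AT2G21660) had 36 reads in replicate 1, 2262 in replicate 2 and 105 in replicate 3. HAM1 (AT2G45160), which the study discusses under the name LOM1, went from 5 reads to 451 and 306. It was noticed after its values were seen. Reads shared between genes do not account for the excess, since 0% of the second-run reads of the 5 of the 22 that rose most were given to more than 1 gene. A rise of chlorophyll synthesis genes by a comparable factor is argued against by 10 such genes other than CRD1 with enough reads, whose median log2 ratio was -0.13, from -1.35 to 4.68, against 6.88 for CRD1. A rise of cold-induced genes by the factor of RCI2A is likewise argued against by 8 others, whose median was 0.58, against 8.87 for RCI2A. As 8 of the 10 and 6 of the 8 lay above the median of all mRNAs, smaller rises in both groups are not excluded. The highest of the 8, LTI78 (AT5G52310) at 5.69, had 0 reads in replicate 1, so its ratio has no upper limit. A candidate explanation that remains open is carry-over of amplicons of the 3′RACE-seq assay into the libraries of the second run. If so, the pooled values of the mRNAs concerned may come largely from another assay. Whether amplicons of the urt1 mutant were among them could not be settled. Mutant amplicons would lower the second-run percentages. Yet the 5 of the 22 that rose most had 16 uridylated reads in replicate 1, 0.556 times the 28.8 expected from the second run. Only 1 of the 5 was relatively lower in the second run. This was RCI2A, at 5.26% of 38 reads in replicate 1 (Wilson interval 1.46 to 17.3%). In the second run RCI2A had 1.08% of 17852 reads (0.934 to 1.24%). HAM1 was also lower there, after 2 uridylated of 5 reads in replicate 1 (40%, Wilson interval 11.8 to 76.9%). In the second run HAM1 had 3.43% of 757 reads (2.35 to 4.98%). The 5 mRNAs go against the prediction and HAM1 does not, and the test was read as undecided after the value was seen, because the uridylation of wild-type amplicons is not known here. A biological difference between the plants was tested only through these lists.

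Uridylation was 3.38 percentage points higher in the second run than in replicate 1. The 3′RACE-seq mRNAs, here with HAM1, do not explain this gap, since it was 4.30 points without them. A different mix of mRNAs does not either. With each of 591 other mRNAs given the same weight in every library the gap was 3.32 points, and 486 of them were higher in the second run. Tail lengths take part of it. At equal tail lengths over all mRNAs, the test as first written, the gap was 0.710 points, against an SD of 0.556 between replicates 2 and 3. Without the 3′RACE-seq mRNAs, a restriction chosen after seeing the data, it was 2.13 points, against an SD of 0.477. How much of the gap tail length accounts for thus depends on those mRNAs. Errors that add any base at a fixed rate are argued against, as added G and C rose by 0.274 points together. A single factor on all added nucleotides remains open. The ratio of U to G and C differed between the libraries (12, 10.6 and 13.8 in replicates 1, 2 and 3; chi-square test, p = 3.19e-07), but the second run lay on both sides of replicate 1, and its mean rise of U was 1.01 times that of G and C. The test was read as undecided for this reason after its value was seen. Plants, library preparation and sequencing run cannot be told apart here, because replicate 1 was the only library of its run.

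Uridylation rose with mRNA length, a relation the study's design did not address. The Spearman correlation with annotated mRNA length was 0.408 across 3427 mRNAs for pooled reads, and 0.331, 0.25 and 0.353 in replicates 1, 2 and 3. From the shortest mRNAs (up to 1021 nucleotides) to the longest (from 1953), with the reads of the 3′RACE-seq mRNAs left out, the percentage rose 2.48-fold ± 0.0854 (SD, n = 3). In replicate 1 it went from 3.96% to 9.93%. Several technical explanations are argued against. Added G and C changed 0.952-fold ± 0.0561 (SD, n = 3) between the same groups, so long mRNAs did not gain added nucleotides in general. The partial rank correlation given tail length and read count was 0.390. Among tails of 10 to 25 As the correlation was 0.439, without ribosomal protein mRNAs it was 0.395, and without reads shared between genes it was 0.411. A biological relation, in which longer mRNAs are uridylated more often during decay, may be considered as a hypothesis. The design holds no group that would test it, and mRNA length can stand for other properties that were not measured. The relation was hardly seen for 3′ UTR length, with a correlation of 0.0732 for pooled reads and 0.0449, 0.0542 and 0.0468 in the libraries, positive in all 3 as the hypothesis of more uridylation on long 3′ UTRs requires, but small. Whether few introns go with more uridylation could not be told. The correlation with intron number was 0.0505 for pooled reads, and 0.0153, -0.0408 and 0.0249 in replicates 1, 2 and 3, so there was no steady trend. The median uridylation was 10% for 478 mRNAs of genes without introns, 6.67% with 1 to 4 introns and 9.23% with 5 or more. The mRNAs without introns were also above those with 1 to 4 in 3 of 3 libraries. Against those with 5 or more, they were higher in replicate 1 (6.57% against 5.58%) and replicate 2 (8.11% against 7.50%). In replicate 3 they were lower (9.23% against 9.84%). This reading was made after the values were seen, and other properties of these genes were not separated from intron number. Its partial correlation given tail length and read count was 0.0296, which decides nothing where there is no steady trend to explain.

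Functional groups differed. The median uridylation of 57 transcription factor mRNAs was 20.8%, against 9.09% for random lists matched on read count, and none of the 10000 lists was as high. Because these mRNAs were drawn by product name, some may not encode transcription factors, and others, such as the auxin response factor ARF2, are missing. The list lay above the matched median in 3 of 3 libraries, although only 19, 9 and 7 of its mRNAs had 20 reads in replicates 1, 2 and 3, and in replicate 3 725 of the random lists were as high. Matched on mRNA length as well, 100% of the random lists lay below it, so length does not explain this. HAM1 is part of the list. For 199 mRNAs of ribosomal proteins, drawn by product name so that some organellar ones may remain, the median was 5%, against 6.45% for matched lists, and lower in 3 of 3 libraries. Matched on mRNA length as well, the difference was smaller. The matched median was 5.36%, and 13.4% of these random lists lay below the list. Length, or properties that go with it, may thus account for the difference, which was tested in this way on pooled reads only. For 50 photosystem and light-harvesting mRNAs the hypothesis of low uridylation failed, as their median of 6.51% lay above 87.9% of matched lists, and above 97.9% when matched on length as well. In single libraries the list lay above 88.3%, 72.2% and 48.6% of lists matched on read count in replicates 1, 2 and 3, so it did not differ in a steady direction. Of these mRNAs, 6 had been picked by the study for 3′RACE-seq. Known decay rates were not used here, so no explanation by mRNA stability was tested. The study itself compared the percentages from these libraries with published half-lives, which were shorter for mRNAs with more uridylation. It added that a causal relation remains to be shown in Arabidopsis.

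The number of As was lower on tails with more Us. In every library the median went from 16 As with 1 U to 13 As with 3 Us, a change of -3 where a fixed total length would require -2. The median total length was 17 nucleotides with 1 U and 16 with 3 Us in each library. A strictly fixed total is thus not what the medians show, although they stay within 1 nucleotide of it. The mean number of As fell further than the median between 1 U and 3 Us. It went from 18.8 to 12.8 in replicate 1, from 17.5 to 13.6 in replicate 2 and from 17.1 to 13.1 in replicate 3. Tails with 1 U include longer tails, and restoration of length cannot be distinguished in these data from longer extensions being made on shorter tails.

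Among the 22 mRNAs of the list, the highest uridylation here was 59.6%, for AT4G28240. That is higher than the upper end of the range quoted from the study above, which was measured by another assay.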
